A study of Mus musculus with 9 samples.

How the data were processed

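RNA-seq was performed on pools of mouse metaphase II (MII) oocytes, the mature eggs arrested at the second meiotic division. The donors carried Sycp3CreERT2, a tamoxifen-inducible Cre recombinase driven from the locus of the meiotic gene Sycp3, and the Rosa26 nT-nG reporter, which makes nuclear tdTomato until Cre recombines it and nuclear GFP afterwards. Per the labels' protocols, females were 4 weeks old and of mixed genetic background, and were superovulated with 5 IU PMSG followed after 48 h by 5 IU hCG. Oocytes were recovered 13 h after hCG, freed of cumulus cells with hyaluronidase and picked by hand under a fluorescence microscope into a GFP High, a GFP Low and an RFP group. There were 3 replicates per group, giving 9 libraries. The pools held 15, 15 and 16 oocytes in GFP High, 49, 52 and 57 in GFP Low, and 87, 88 and 100 in RFP. The number of oocytes behind each single library is not used here, because it was given per group. The labels record no batch, and the time of tamoxifen treatment is not used here.

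Poly-A RNA was captured with oligo-dT beads, fragmented, reverse transcribed from random hexamers and sequenced as paired ends, per the labels' protocols. The aligner, the counting program and the test behind the deposited comparisons are not named in the labels or the file headers. The authors deposited 3 tables, 1 for each pair of groups, with 26775 genes for GFP High against RFP, 29099 for GFP Low against RFP and 26570 for GFP High against GFP Low. Each deposited table holds the raw read count of every gene in 6 libraries, and these counts were the input to all tests. The same deposited tables hold a normalised signal per library, which equals the count divided by a size factor computed within that table, as checked against DESeq2's median-ratio factors. They also hold the authors' FPKM values, whose library constant lay between 0.985 and 1.02 of the sum of the counts. The normalised signal and the FPKM values entered no test. The authors' deposited log2 fold change, p-value and adjusted p-value per gene are quoted only where the authors' deposited table is named. DESeq2 with default settings on the deposited counts gave p-values within 2.01e-05 of the authors' in GFP High against RFP, within 1.68e-05 in GFP Low against RFP and within 1.73e-05 in GFP High against GFP Low. The deposited adjusted p-value is 1 for 9460, 14110 and 5784 genes of these tables, in the same order. The lowest total of any gene over the 6 libraries of a table was 2 counts, and genes below that total are not in the tables. Counts of a library were identical in both tables that hold it.

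The tables were joined into a matrix of 30153 genes by 9 libraries. For 178 genes that a table lacked, the count was set to 0 in the libraries concerned. Of the gene identifiers, 30134 were found in GENCODE release M21, which annotates the mouse build GRCm38, and 29332 had the same chromosome, start and end there. Coordinates are therefore given on GRCm38. The sequences eGFP (717 bp) and tdTomato (1437 bp) were counted by the authors as additional genes. All columns of per-sample values were assigned to a library by name.

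Library totals ranged from 19381677 to 27746256 counts. At the smallest total, a gene at 1 CPM (edgeR's cpm unit) rests on about 19.4 reads. These reads carry no molecular identifiers, so limits drawn from counts cover counting error only. A count of 3 was taken as the limit of detection. Replicates within a group differed by far more than sampling noise, with a chi-square per degree of freedom between 13.8 and 57.6 for each pair over genes with at least 20 counts, and each library was kept as a separate replicate.

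Each pair of groups was compared on the 6 libraries of its table with edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr, libraries were scaled by TMM, and the quasi-likelihood test (glmQLFit, glmQLFTest) was run at its defaults in this version with no covariate. Adjusted p-values are Benjamini-Hochberg values over the genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. The separation of the groups was tested with the pseudo-F of squared Euclidean distances between log2 CPM profiles (prior count 2) over all 280 partitions of the 9 libraries. Detected genes were compared with an exact permutation test over 1680 assignments. Gene lists for oocyte genes, cumulus and granulosa genes, p53 target genes, mitochondrially encoded genes and cytosolic ribosomal protein genes were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 15 list tests. H1f8 of the oocyte list and Phlda3 of the p53 list were not found under these symbols, and the list tests leave them out. This does not show that either gene is absent from the data. In the simulation of unchanged groups, 20 data sets were drawn with GFP High and GFP Low set to the RFP means.

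The groups, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined. The rule names, among protein-coding genes past the threshold whose replicates do not overlap between groups and which reach 5 CPM in the higher group, the 4 with the largest fold change in each direction. Where no gene passed, the 3 genes with the smallest p-value are named. Sycp3 is reported in every comparison. tdTomato, Hmgn1 and the genes overlapping or resembling a named gene were chosen after their values were seen.

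The tests were tried on simulated data with the library sizes of the real libraries and 200 genes changed by a factor of 2. Before this change, each gene had a single mean and a single dispersion, estimated over both groups. The wider spread of GFP High was therefore not simulated. Of all 200 changed genes, edgeR recovered 34.5% in GFP High against RFP, 44.5% in GFP Low against RFP and 37.5% in GFP High against GFP Low. Among changed genes at 20 CPM or more, it recovered 72.4% of 87 in the simulated GFP High against RFP, 97.0% of 66 in GFP Low against RFP and 73.9% of 92 in GFP High against GFP Low. False calls by edgeR numbered 4, 9 and 7 among 73, 98 and 82 calls. With genes changed by a factor of 4, edgeR's false calls numbered 17, 6 and 8 among 137, 149 and 137 calls. DESeq2 1.42.0 made 36, 24 and 37 false calls among 125, 124 and 128 at a factor of 2. A self-test limit on false calls was applied to edgeR and limma-voom only, after DESeq2 had exceeded it. With 200 genes changed, the Benjamini-Hochberg threshold is also easier to pass than with few. Recovery may therefore be lower in the real comparisons. In the real GFP High against GFP Low, eGFP had a log2 fold change of 1.11 and did not pass the threshold.

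Alternatives covered the normalisation, the test (DESeq2 and limma-voom), the filter on low counts, the libraries in the fit, protein-coding genes only, counts thinned to the smallest total, a block for the replicate number, and leaving out each library in turn. For the lists, fry, an estimated inter-gene correlation, the block, the scaling and the filter were varied. Further alternatives were chosen after seeing the data: edgeR's robust option, its bias-adjusted deviances in place of the default, and the level of cumulus genes as a covariate. The fixed plan named the edgeR functions without naming these options. A first look at the data used the package default, the scripts were then written with bias-adjusted deviances because the default had been misread, and the default was restored when the results of both had been seen. The fits without 1 library were also run with bias-adjusted deviances, after seeing the data. Sequence matches used blastn 2.17.0 against GENCODE M21 transcripts. Permutation and Fisher tests outside edgeR and limma used R or scipy 1.17.1 in Python 3.11.15.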

Results

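Poly-A transcriptomes were obtained from pooled MII oocytes of Sycp3CreERT2/+; Rosa26nT-nG/+ mice sorted by reporter fluorescence into GFP High, GFP Low and RFP groups (n = 3 libraries each). In these animals GFP marks oocytes in which Cre has recombined the reporter and RFP (tdTomato) those in which it has not. The comparisons ask whether eggs with different reporter histories differ in their transcripts at ovulation. Library totals were 27236006, 24940945 and 22223961 counts for GFP High 1, 2 and 3, and 19381677, 26306589 and 27746256 for GFP Low 1, 2 and 3. For RFP 1, 2 and 3 the totals were 26391817, 22646467 and 26938623. The 10 most abundant genes took 7.43% ± 0.595 of the counts in GFP High, 7.22% ± 0.163 in GFP Low and 6.96% ± 0.455 in RFP (mean ± SD, n = 3).

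The reporter transcripts were examined first because they bear on the group labels. eGFP was counted 986, 1081 and 869 times in GFP High 1, 2 and 3, and 282, 440 and 662 times in GFP Low 1, 2 and 3. In RFP 1, 2 and 3 it was counted 0, 8 and 16 times. In CPM scaled by TMM over all 9 libraries, eGFP reached 39.5 ± 4.04 in GFP High, 18.4 ± 4.90 in GFP Low and 0.315 ± 0.299 in RFP (SD, n = 3). The mean of GFP Low was 46.6% of that of GFP High, and the mean of RFP was 0.798% of it. tdTomato counts were low throughout. They were 94, 57 and 46 in RFP 1, 2 and 3, and 16, 20 and 35 in GFP Low 1, 2 and 3. In GFP High 1, 2 and 3 they were 2, 0 and 2, at or under the limit of 3 counts in each library. tdTomato was at least 21.3-fold higher in RFP than in GFP High and at least 7.82-fold higher in GFP Low than in GFP High, taking the limit of 0.122 CPM for GFP High. The mean tdTomato level of GFP Low was 36.7% of that of RFP.

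**Figure D1:**
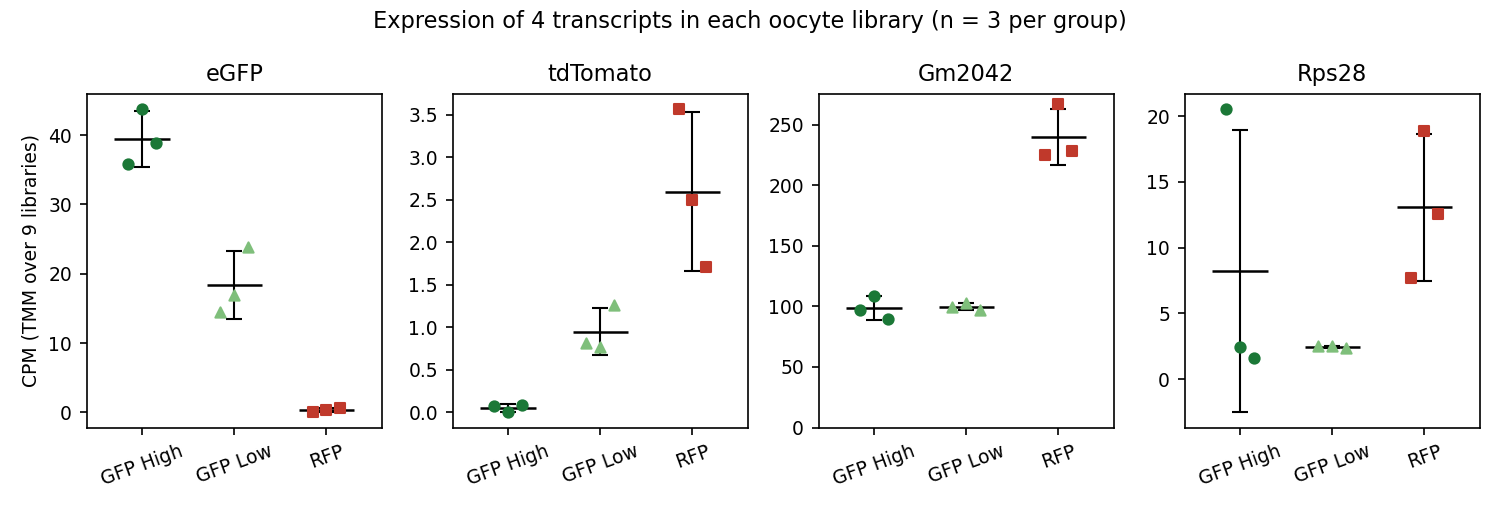
Expression of eGFP, tdTomato, Gm2042 and Rps28 in CPM (vertical axes, TMM over 9 libraries) for each library of the 3 groups; symbols are libraries, the long horizontal line is the mean and the bar with caps the SD (n = 3). eGFP falls from 39.5 CPM in GFP High to 18.4 in GFP Low and 0.315 in RFP, Gm2042 is near 100 CPM in both GFP groups against 239.8 in RFP, and Rps28 is as high in GFP High 1 as in the RFP libraries.

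The number of genes detected at 1 CPM or more was 12733 ± 312 in GFP High, 12759 ± 132 in GFP Low and 12808 ± 117 in RFP (SD, n = 3), and did not differ between groups (exact permutation test on the F statistic, two-sided, p = 0.925). The alternative that moved this result most was a lower threshold. With 5 counts or more, 15249 ± 1279 genes were detected in GFP High, 17205 ± 142 in GFP Low and 17406 ± 223 in RFP (exact permutation p = 0.0179). GFP High 2 had the fewest, 13773, while GFP High 1 and 3 had 15969 and 16006, below each of the other 6 libraries.

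Replicates of GFP High were also less alike. Spearman's rho across genes, which are not independent replicates, was 0.932 to 0.949 between GFP High replicates, 0.973 to 0.977 between GFP Low replicates and 0.975 to 0.981 between RFP replicates. Between GFP Low and RFP libraries it was 0.975 to 0.981, as high as within either group. Among genes at 1 to 2 CPM on average, the coefficient of variation between replicates was 90.5% in GFP High, 46.9% in GFP Low and 39.9% in RFP. At 32 to 64 CPM it was 19.8%, 10.5% and 11.4%.

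**Figure D2:**
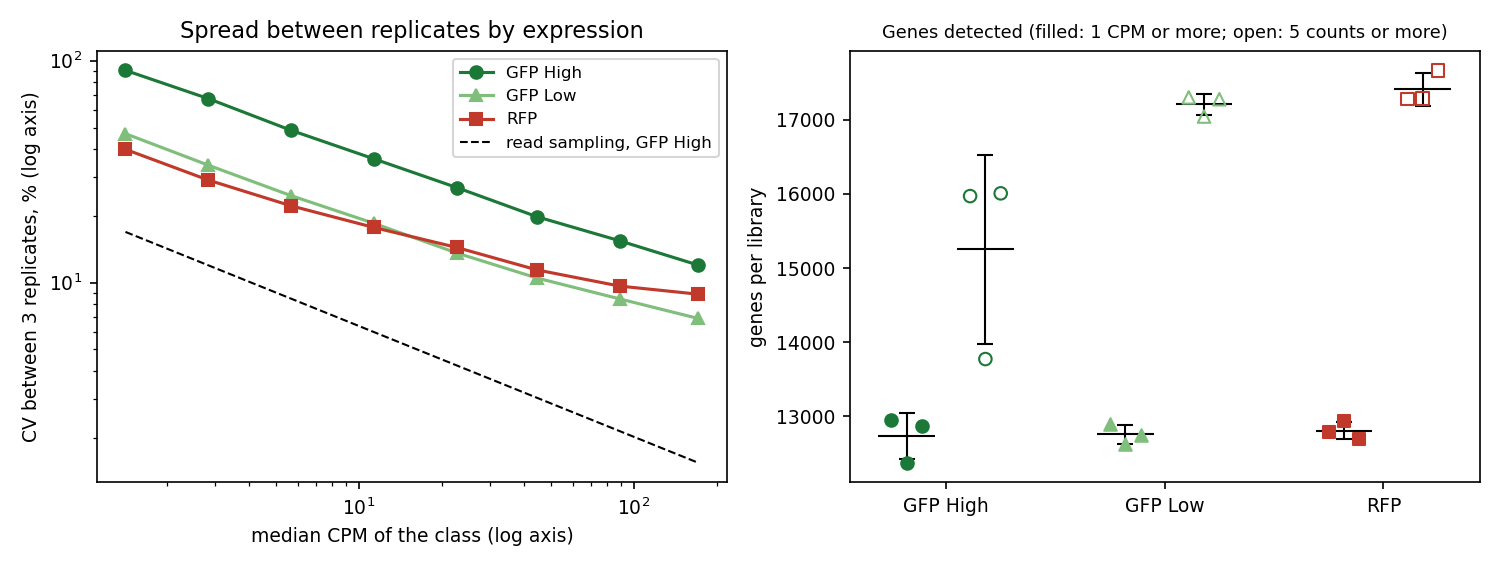
Left, coefficient of variation between the 3 replicates of each group (vertical, %, log axis) against the median CPM of 8 expression classes (horizontal, log axis), with the dashed line giving the part from read sampling in GFP High; right, genes detected per library at 1 CPM or more (filled) and at 5 counts or more (open), with mean and SD (n = 3) and a vertical axis that does not start at 0. GFP High lies above the other groups in each class, and its libraries have between 13773 and 16006 genes with 5 counts or more against at least 17041 elsewhere.

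Taking the whole profile of 15857 genes, the groups did not separate beyond the spread between replicates (pseudo-F 1.13, exact permutation over 280 partitions, p = 0.104). The result depended on the group that lost a library. Leaving out GFP High 1, 2 or 3 gave p values of 0.0357, 0.0464 and 0.0357. Leaving out any GFP Low or RFP library gave p values from 0.311 to 0.575. Exchanging libraries between groups assumes equal spread, and GFP High had the widest. The p values, 0.104 included, can therefore reflect spread as well as level, and do not decide whether the groups separate.

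GFP High was compared with RFP to find transcripts that differ between the most strongly GFP-positive eggs and eggs with an unrecombined reporter. Of 14829 genes tested, 2 passed an adjusted p of 0.05, eGFP and Gm2042, and 606 had an unadjusted p under 0.05 (4.09% of genes). eGFP was higher in GFP High by 6.96 on the log2 scale (SE 0.61, edgeR quasi-likelihood adjusted p = 0.00727). Across fits that left out 1 library this value ran from 6.36 (without RFP 1) to 7.86 (without RFP 3), so its size depends on the few eGFP counts in RFP. Gm2042 (ENSMUSG00000096276, chromosome 12, 87954080 to 87960683, plus strand, protein coding) had a log2 fold change of -1.27 (SE 0.12, edgeR adjusted p = 0.00727), with 99.3 ± 9.73 CPM in GFP High and 239.2 ± 24.4 in RFP (SD, n = 3). The count of genes varied most when the low-count filter was removed, which gave 16 genes. Leaving out GFP High 1, GFP High 3, RFP 2 or RFP 3 left 0 genes past the threshold, whereas with edgeR's bias-adjusted deviances, an option chosen after seeing the data, both genes passed without any single library. Gm2042 resembles 4 other listed genes at 95% identity or more, so its level is uncertain. Oog1, 99.5% identical over the full transcript, had 147.3 ± 15.3 CPM in GFP High, 133.5 ± 15.2 in GFP Low and 143.2 ± 9.12 in RFP. Gm10436, 98.9% identical, had 467.7 ± 41.9, 473.4 ± 21.6 and 489.3 ± 29.1 CPM in the same order. tdTomato did not pass the threshold in edgeR (adjusted p = 0.997), whereas the authors' deposited table gives it an adjusted p of 0.00124. The authors' deposited table has 12 genes with an adjusted p under 0.05 in this comparison, 8 higher and 4 lower in GFP High, of which 5 are annotated as pseudogenes. Both genes called by edgeR are among them.

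GFP Low was compared with RFP to ask the same of weakly GFP-positive eggs. Of 15199 genes tested, 3 passed the threshold, and 398 had an unadjusted p under 0.05 (2.62%). eGFP was higher in GFP Low by 5.85 on the log2 scale (SE 0.53, edgeR adjusted p = 7.16e-04). Across fits that left out 1 library this value ran from 5.25 (without RFP 1) to 6.77 (without RFP 3). Gm2042 again had a lower level, with a log2 fold change of -1.26 (SE 0.09, edgeR adjusted p = 9.29e-05) and 99.8 ± 3.06 CPM in GFP Low against 239.8 ± 23.4 in RFP (SD, n = 3, scaled over 9 libraries). Its adjusted p stayed under the threshold without any one of the 6 libraries. The third gene was Rps28 (ENSMUSG00000067288, chromosome 17, 33819027 to 33824562, minus strand), with a log2 fold change of -2.41 (SE 0.31, edgeR adjusted p = 0.0214). Its counts were 49, 65 and 65 in GFP Low 1, 2 and 3 against 202, 430 and 339 in RFP 1, 2 and 3. In GFP High 1, 2 and 3 they were 566, 60 and 36, so GFP High 1 lay above the RFP libraries and the others below. The Rps28 call was lost without any single GFP Low library, without RFP 2 or RFP 3, in the fit of all 9 libraries (adjusted p = 1), with bias-adjusted deviances and with limma-voom. limma-voom called Gm2042 alone in both comparisons with RFP, so eGFP was not called there either. Rps28 overlaps Kank3 on the opposite strand, and Kank3 had at most 5 counts in any library. Removing the low-count filter raised the number of genes to 34. The authors' deposited table has 10 genes with an adjusted p under 0.05, 3 higher and 7 lower in GFP Low, and all 3 genes called by edgeR are among them.

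**Figure D3:**
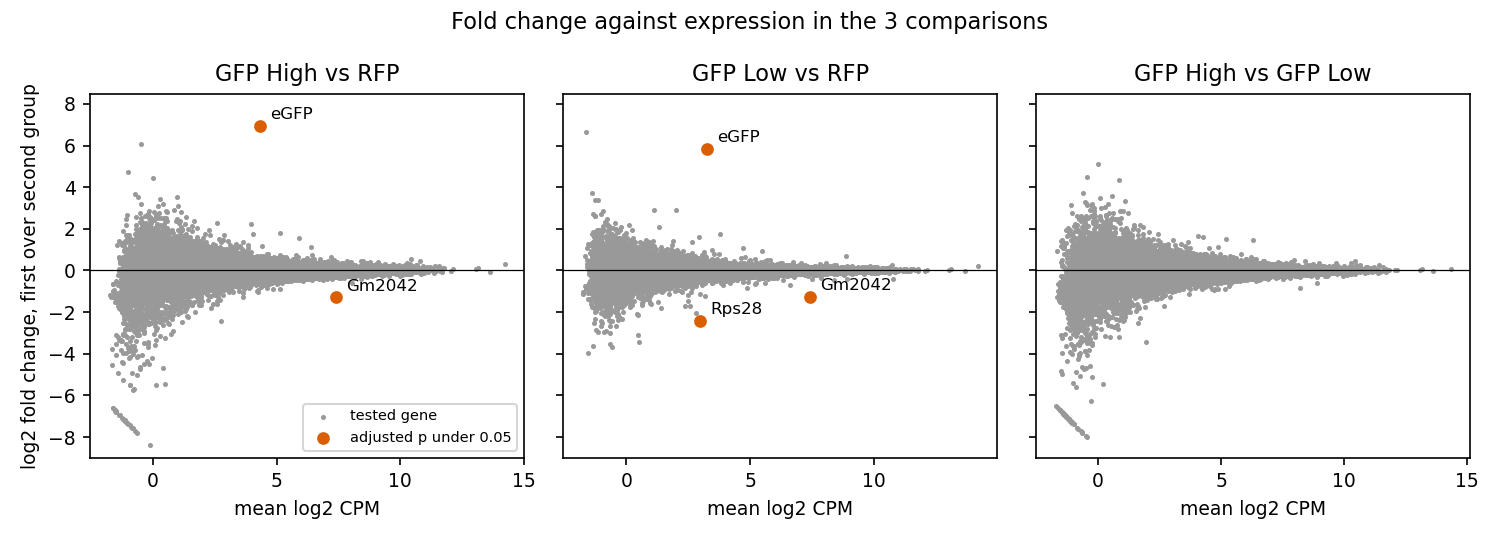
Log2 fold change of the first over the second group (vertical) against mean log2 CPM (horizontal) for each gene tested in the 3 comparisons; grey points are genes and orange points genes with an edgeR adjusted p under 0.05. The orange points are eGFP and Gm2042 in GFP High against RFP, these and Rps28 in GFP Low against RFP, and 0 genes in GFP High against GFP Low; fold changes of genes with few counts in 1 group have no upper limit.

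GFP High was compared with GFP Low to ask whether the strength of the GFP signal goes with other transcripts. Of 14785 genes tested, 0 passed the threshold, and 558 had an unadjusted p under 0.05 (3.77%). The 3 genes with the smallest p-values were Nfkbia, eGFP and Gm24270, each with an edgeR adjusted p of 0.998. Nfkbia (ENSMUSG00000021025, chromosome 12, 55489410 to 55492647, minus strand) had 30.4 ± 2.07 CPM in GFP High and 14.6 ± 0.188 in GFP Low (SD, n = 3), a log2 fold change of 1.06 (SE 0.18). eGFP had a log2 fold change of 1.11 (SE 0.22). Gm24270 (ENSMUSG00000076281, chromosome 9, 56223715 to 56223771, minus strand), a 57 bp gene annotated as a microRNA, had a log2 fold change of -0.85 (SE 0.18). It lies inside Peak1 on the same strand, so its reads cannot be assigned to it with certainty. The authors' deposited table has 4 genes with an adjusted p under 0.05 here, and these 3 are among them. Without GFP High 3, edgeR called 1 gene, the pseudogene Rpl19-ps11, and without any other single library it called 0.

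The spread between replicates set the reach of these comparisons. The common biological coefficient of variation in edgeR was 0.475 for GFP High against RFP, 0.247 for GFP Low against RFP and 0.487 for GFP High against GFP Low. Among genes at 20 CPM or more, 6 of 6071, 2 of 6076 and 4 of 6062 differed by a factor of 2 or more in the fitted fold change, in the same order. The replicates of the groups did not overlap for 11.8%, 7.68% and 11.5% of genes tested. Chance gives 10% for 3 against 3 when both groups have equal spread. GFP High had a wider spread, so 10% is no reference for the comparisons with GFP High.

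Sycp3 (ENSMUSG00000020059, chromosome 10, 88459569 to 88473236, plus strand), whose locus drives the Cre recombinase, did not differ in any comparison. It had 15.2, 9.36 and 11.4 CPM in GFP High 1, 2 and 3, 14.3 ± 3.47 in GFP Low and 14.9 ± 4.98 in RFP (SD, n = 3). Its log2 fold change was -0.30 (SE 0.31, edgeR adjusted p = 0.997) in GFP High against RFP, -0.06 (SE 0.24, edgeR adjusted p = 1) in GFP Low against RFP and -0.25 (SE 0.29, edgeR adjusted p = 0.998) in GFP High against GFP Low. It overlaps Chpt1 on the opposite strand.

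eGFP and Gm2042 were called in the same direction in GFP High and in GFP Low against RFP. Since both comparisons use the same RFP libraries, unchanged groups were simulated, and these shared at most 1 call in 20 simulations. The shared call of eGFP follows from picking the oocytes by fluorescence. That leaves Gm2042, and 1 shared call does not exceed the simulated maximum. Over 14573 genes, the log2 fold changes of the comparisons correlated across genes with r = 0.306, and the simulations gave 0.5 to 0.532. Shared RFP libraries give a value near 0.5 when the groups have equal spread between replicates. The real spread was unequal, at 90.5% in GFP High, 46.9% in GFP Low and 39.9% in RFP for genes at 1 to 2 CPM. A wider spread in GFP High lowers r by itself, so the simulated range is no reference for 0.306 and r decides nothing here.

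Of the 15 tests of gene lists, 2 passed an adjusted p of 0.05 in camera. The oocyte list of 26 tested genes was higher in GFP High than in RFP by a mean of 0.09 on the log2 scale (camera in limma, two-sided, adjusted p = 0.0101), with 20 of 26 genes higher. It was higher in GFP High than in GFP Low by 0.11 (camera in limma, two-sided, adjusted p = 0.00442), with 23 of 26 genes higher. Neither call held under fry (adjusted p = 0.292 and 0.28) or with the inter-gene correlation estimated (adjusted p = 0.587 for each). The first was also lost in 4 of 6 fits that left out a library and the second without GFP High 2. In GFP Low against RFP the mean was -0.02 (camera adjusted p = 0.771). The mitochondrially encoded genes were at 0.15 in GFP High against RFP (camera adjusted p = 0.0524), 0.04 in GFP Low against RFP (0.405) and 0.11 in GFP High against GFP Low (0.131). The p53 target genes were at -0.25, -0.09 and -0.06 in the same order (camera adjusted p = 0.405, 0.405 and 0.187). With genes of a mean of at least 50 counts, the values for GFP High against RFP and against GFP Low changed sign, to 0.06 and 0.11. The cumulus and granulosa genes had means of -0.89, -0.41 and -0.54 (camera adjusted p = 0.405, 0.405 and 0.771), and the cytosolic ribosomal protein genes of -0.18, -0.03 and -0.17 (0.448, 0.448 and 0.631). For the ribosomal protein genes in all 3 comparisons, and for the p53 genes in GFP High against RFP and against GFP Low, camera's direction was up although the mean was negative. Of the ribosomal protein genes, 40 of 78, 45 of 79 and 44 of 79 were higher in the first group, and of the p53 genes 9 of 16 and 11 of 15. Single libraries reversed some of these, as in GFP Low against RFP, where the cumulus mean was 0.30 without RFP 2 and the ribosomal protein mean 0.16, and some lists passed the threshold only when a library was left out. Across the lists, 1 gene passed the threshold over all genes tested, a ribosomal protein gene in GFP Low against RFP. Adjusted over the list alone, the count was 1 for that list and 1 for the oocyte list in GFP High against GFP Low, and 0 for the other 13 tests.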

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

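The counts of genes past the threshold were small and moved with the test and the filter. In GFP High against RFP, 2 genes became 12 with the DESeq2 Wald test, 1 with limma-voom (Gm2042, without eGFP) and 16 without a filter on low counts. In GFP Low against RFP, 3 genes became 10 with DESeq2, 1 with limma-voom (Gm2042, without eGFP and Rps28) and 34 without a filter. In GFP High against GFP Low, 0 genes became 4 with DESeq2 and 16 without a filter. The cause was not tested beyond the simulation, in which DESeq2 made more false calls than edgeR on data with equal spread in both groups. With DESeq2's size factors in edgeR, no TMM factors, protein-coding genes, a mean of at least 50 counts or thinned counts, the numbers of genes stayed at 2, 3 and 0.

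The counts across fits that each left out 1 library ran from 0 to 2 in GFP High against RFP, from 2 to 3 in GFP Low against RFP and from 0 to 1 in GFP High against GFP Low. The shared calls ran from 0 to 2 across such fits, being 0 without GFP High 1, GFP High 3, RFP 2 or RFP 3, and were 3 with DESeq2 and 2 in the fit of all 9 libraries. Calls of 0 in GFP High against RFP arose without GFP High 1, GFP High 3, RFP 2 or RFP 3, where Gm2042 kept log2 fold changes of -1.27, -1.21, -1.19 and -1.31. The 1 gene in GFP High against GFP Low arose without GFP High 3. Rps28 in GFP Low against RFP was lost without any GFP Low library, RFP 2 or RFP 3. The cause was not tested.

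Some alternatives were chosen after seeing the data. edgeR's bias-adjusted deviances gave 2, 2 and 0 genes in the 3 comparisons, without Rps28. The package default was settled on when both results had been seen, and the choice matters. With bias-adjusted deviances, fits that left out 1 library kept eGFP and Gm2042 in every case in both comparisons with RFP, with 2 genes in each fit for GFP High and 2 to 5 for GFP Low. Rps28 was called only without RFP 1. The robust option gave 2, 2 and 0, without eGFP in GFP Low against RFP. The level of cumulus genes as a covariate gave 2, 3 and 0.

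Over all genes, the replicate numbers did not pair the libraries. A single gene could still follow some numbers. Hmgn1, described below, had 170.7 to 203.8 CPM in each library numbered 1 and 688.3 to 765.7 in each numbered 3. Those numbered 2 were split, with 228.7 in GFP High, 750.4 in GFP Low and 196.3 in RFP. A collection or animal shared by some numbers is therefore not excluded. Deviations of same-numbered libraries from their group means correlated at -0.0651 to 0.00932 in GFP High against RFP, at -0.113 to 0.116 in GFP Low against RFP and at -0.0577 to 0.0954 in GFP High against GFP Low. With the replicate block, GFP High against RFP gave 4 genes (Gm12350 and Gpx4-ps2 in addition) and the other comparisons 3 and 0. The pseudo-F of the groups was 1.71 with the block (permutation over 280 partitions, p = 0.0357). These partitions were not limited to those with each replicate number once per group. Removing the replicate means favours such partitions, the real one included, so this p cannot decide whether the groups separate.

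Genes detected per library differed between groups in exact permutation tests at 5 counts or more (p = 0.0179), at 5 counts after thinning to one total (p = 0.0357) and at 0.1 CPM or more (p = 0.0357). The difference remained after thinning, which argues against depth as its whole cause. The pseudo-F ranged from 0.959 to 1.51 across fits without 1 library, and from 0.649 with Spearman distance to 1.13 under the other alternatives without the block.

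The oocyte list kept its direction but not its significance with fry or an estimated correlation, at 0.09 in GFP High against RFP and 0.11 against GFP Low. Across fits without 1 library it ranged from 0.02 to 0.12 and from 0.07 to 0.13. The first call was lost in 4 of these 6 fits, without GFP High 1, GFP High 2, RFP 1 and RFP 3 (camera in limma, adjusted p = 0.0732, 0.241, 0.0748 and 0.0509), and the second without GFP High 2 (camera in limma, adjusted p = 0.0998).

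The p53 list in GFP High against GFP Low passed with fry in limma (adjusted p = 0.0307, the lowest of its alternatives). Its mean of -0.06 does not give the direction of the list, since 11 of 15 genes were higher in GFP High, the median was 0.06 and camera's direction was up. With a mean of at least 50 counts the mean reversed to 0.11, as it did to 0.06 in GFP High against RFP.

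The other lists hung on single libraries, and the cause was not tested. Leaving out libraries moved the cumulus list from -2.03 (without GFP High 1) to -0.15 in GFP High against RFP. For GFP Low against RFP it ran from -1.21 (without RFP 3) to 0.30 (without RFP 2), with 0.13 without GFP Low 2, and in GFP High against GFP Low from -1.48 to 0.34 (without GFP High 2). The mitochondrial list ran from 0.06 to 0.26 (without RFP 1) in GFP High against RFP, with 0.19 without GFP High 1. In GFP Low against RFP it ran from -0.04 (without RFP 3) to 0.15 (without RFP 1), with -0.02 without GFP Low 1, and in GFP High against GFP Low from 0.02 to 0.16 (without GFP Low 1). The ribosomal protein list ran from -0.37 to -0.02 (without RFP 2) in GFP High against RFP. In GFP Low against RFP it ran from -0.17 to 0.16 (without RFP 2), with 0.07 without GFP Low 2. Sycp3 in GFP Low against RFP ran from -0.28 to 0.25 (without RFP 1), with 0.04 without GFP Low 1 and 0.04 without GFP Low 2.

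Some of these fits brought a list past the threshold (camera in limma, adjusted p). In GFP High against RFP these were the cumulus list without GFP High 1 (0.0314), the mitochondrial list without GFP High 1 (0.0469) and without RFP 1 (7.1e-04), and the ribosomal protein list without RFP 2 (0.00221). For GFP Low against RFP they were the cumulus list without RFP 3 (0.0183), the mitochondrial list without RFP 1 (0.00851) and the ribosomal protein list without RFP 2 (6.55e-06). In GFP High against GFP Low it was the mitochondrial list without GFP Low 1 (0.0234).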

Other observations

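The tests in this part were chosen after the results they bear on had been seen, except that the gene lists were fixed beforehand. Some replaced a first version whose value had been seen, and those first versions are named below. A test of ribosomal protein genes as a whole against Rps28 was dropped after its value was seen, because it could decide nothing. In each comparison the 6 libraries can be split into 3 and 3 in 10 ways, so that no share under 0.1 can be reached. In GFP High against RFP, 2 of the 10 splits gave at least as many genes past the threshold as the real one, which is counted among them. In GFP Low against RFP this held for 2 of the 10, and in GFP High against GFP Low, where the real split called 0 genes, for 10 of the 10.

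The other such split of the GFP Low and RFP libraries called 55 genes against 3 for the real one. It set GFP Low 1, RFP 1 and RFP 2 against GFP Low 2, GFP Low 3 and RFP 3, with 46 genes higher in the first set and 9 lower, and shared 0 genes with the real calls. Of 15 tested genes of the cumulus and granulosa list, 4 were among the 46 (Vcan, Inha, Inhba and Tnfaip6), more than among the other genes tested (two-sided Fisher's exact p = 9.78e-08). Of the 24 list genes, Kitl, Nr5a2 and Cyp19a1 were at 1 CPM or more in all 9 libraries and were left out of a sum over the other 21, as the source of these 3 transcripts was not tested. That sum was 52.7, 3.89 and 8.19 CPM in GFP High 1, 2 and 3, 51.7, 4.83 and 12.1 in GFP Low 1, 2 and 3, and 25.2, 73.9 and 5.38 in RFP 1, 2 and 3. It was thus high in at least 1 library of each group and did not follow the groups. The most abundant of the 4 was Vcan, at 10.5, 11.8, 7.43 and 15.1 CPM in GFP High 1, GFP Low 1, RFP 1 and RFP 2 and at most 1.84 in the other libraries. RNA from cumulus cells that stayed on the oocytes may account for the genes higher in these libraries. Using the cumulus level as a covariate, an alternative added after this split was seen, left the number of genes at 2, 3 and 0 in the 3 comparisons. A difference between animals or collection days remains open and was not tested, since the labels give neither.

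The gene with the smallest p in that split went the other way. Hmgn1 (chromosome 16, 96120618 to 96127729) was at 170.7, 196.3, 199.8, 203.8 and 228.7 CPM in RFP 1, RFP 2, GFP Low 1, GFP High 1 and GFP High 2, and at 688.3, 693.6, 750.4 and 765.7 CPM in RFP 3, GFP High 3, GFP Low 2 and GFP Low 3, with no library between. Dilution of oocyte RNA by other cells is argued against by the oocyte list, whose lowest log2 fold change in the same split was -0.37 against -1.97 for Hmgn1. The median of that list, -0.03, was tried first and replaced by its lowest value. GFP High 2 also had the low level of Hmgn1 with a cumulus sum of 3.89 CPM. A haplotype segregating in the mixed background is a candidate explanation. Genes within 5 Mb had an unadjusted p under 0.05 in 5.0% of cases and other genes in 7.36% (two-sided Fisher's exact p = 0.625), which does not decide it, because a variant can act on Hmgn1 alone. Animals and batches cannot be told apart here.

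The wide spread of the GFP High libraries was examined against depth and input. Of 3563 genes at 1 to 5 CPM on average, 99, 549 and 77 had 0 counts in GFP High 1, 2 and 3, and at most 17 in any other library. Library totals of GFP High were within the range of the others, and with counts thinned to one depth the difference remained (two-sided exact permutation of 3 against 6 libraries, p = 0.0119, the smallest that 84 choices allow), which argues against depth. A slope of the spread on expression was tried first, at -0.847 in GFP High, -0.788 in GFP Low and -0.597 in RFP, and did not set GFP High apart from GFP Low. In its place the spread was fitted as a constant part plus a part that falls with expression, and the second part was expressed as an effective number of molecules per library. This was 771000 in GFP High, 3040000 in GFP Low and 4250000 in RFP. Per oocyte it came to 50283, 57722 and 46364, so that the highest group exceeded the lowest by a factor of 1.24, while per library RFP exceeded GFP High by a factor of 5.51 with 5.98 times as many oocytes. Without GFP High 2 the number in GFP High rose to 1060000, or 69130 per oocyte, the highest of the 3 groups. The factor between groups was then 1.49, and RFP exceeded GFP High by a factor of 4.01. Leaving out any other library gave factors between groups of 1.21 to 1.38. The limit for calling the groups alike was set after the values were seen and lies just above 1.49. The number of oocytes pooled is a candidate explanation for part of the spread, and how closely the molecules follow it depends on GFP High 2. The constant part was 8.87% in GFP High, 5.59% in GFP Low and 8.40% in RFP. Oocyte-to-oocyte differences that also average out over a pool cannot be told apart from molecule sampling, because oocyte number and group go together in this design.

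Gm2042 was as low in GFP Low as in GFP High, although GFP Low had less than 50% of the eGFP of GFP High. Against an effect of the number of oocytes pooled stands its log2 fold change of -0.01 (SE 0.11) between GFP High and GFP Low. Reads assigned to other copies would need a gain in these. The 3 copies that match over the full transcript at 95% identity or more (C87977, Gm10436 and Oog1) changed together by -6.08 CPM in the GFP libraries while Gm2042 lost 140.9 CPM, but their SD among RFP libraries was 93.8 CPM, and a first version with a partial copy, Gm13023, was no clearer, so these values do not decide. The sum of Gm2042 and the 3 copies, which a shift of reads would leave unchanged, was 1189 CPM in GFP High, 1115 in GFP Low and 1299 in RFP (two-sided exact permutation of 3 against 6 libraries, p = 0.0357). This goes against a shift of reads, but the SD of the sum among RFP libraries was 113 CPM, so the sum does not decide. Oog1 and Gm10436, the copies closest in sequence, had 143.2 ± 9.12 and 489.3 ± 29.1 CPM in RFP (SD, n = 3). They had 147.3 ± 15.3 and 467.7 ± 41.9 in GFP High, and 133.5 ± 15.2 and 473.4 ± 21.6 in GFP Low. These values argue against the whole loss of Gm2042 having moved to either of them. A shift spread over several copies stays open. A chromosome 12 haplotype could also set RFP pools apart. Within 5 Mb of Gm2042, 3.70% of 81 genes had an unadjusted p under 0.05 in GFP Low against RFP and 2.61% elsewhere (two-sided Fisher's exact p = 0.472), which leaves it open. A difference tied to recombination history is a further open explanation and was not tested.

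GFP Low carried both reporters, which a mix of GFP High and RFP oocytes in the pools could produce. The share of GFP High oocytes needed was 46.0% ± 12.4 from eGFP and 64.8% ± 10.7 from tdTomato (SD, n = 3). In GFP Low 1, 2 and 3 the share was 36.3%, 41.8% and 60.0% from eGFP and 69.7%, 72.2% and 52.5% from tdTomato, and 3 libraries are too few for the reporters to decide on such a mix. Gm2042 argues against it, provided that RFP oocytes in such a mix had the Gm2042 level of the RFP pools. At the share from eGFP, Gm2042 would then lie at 175.0 CPM in GFP Low, and the highest GFP Low library had 102 CPM. If a chromosome 12 haplotype set the RFP pools apart, which was left open above, this prediction would not hold. Slow turnover of tdTomato after recombination is an alternative that was not tested.

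Rps28 was low in the 3 GFP Low libraries and in GFP High 2 and 3, and high in GFP High 1 and the RFP libraries. Reads of the overlapping gene Kank3 do not account for the difference, as Kank3 had at most 5 counts in any library. Reads shared with other copies of Rps28 were not tested. GFP High 1 speaks against a level that follows the GFP signal in each pool.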
